A study of Mus musculus with 15 samples. Its data were reported in "RUNX1, a transcription factor mutated in breast cancer, controls the fate of ER-positive mammary luminal cells" (2014).

How the data were processed

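Gene expression was measured in 5 populations of mouse mammary epithelial cells on Affymetrix whole-genome arrays, with 15 arrays in all and 3 per population. According to the labels, basal cells enriched for mammary stem cells (MaSC, lineage negative, CD24 positive, CD29 high), luminal progenitors (LP, CD24 high, CD29 positive, CD61 positive) and mature luminal cells (ML, the CD61 negative counterpart) were sorted from 3 cell suspensions of adult virgin wild-type females. Lineage-negative cells carrying yellow fluorescent protein were sorted from Wap-Cre;R26Y females at midgestation (alveolar luminal cells, AL) or from virgin Wap-Cre;R26Y females (alveolar luminal stem/progenitor cells, ALP). Here Cre under the whey acidic protein promoter switches on a conditional fluorescent reporter, so the mark also remains in descendants of cells that once expressed Cre. RNA was amplified and labelled with a linear amplification kit before hybridisation.

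The deposited table held 1 intensity per probe set and array, which the authors had normalised with dChip. The values were checked to be on a linear scale, with 659 values of 0 and array medians from 137 to 209.9. The version of dChip, its expression model, its background handling, its baseline array and whether all arrays were normalised in one run are not given in the sources used here, nor are scan dates, so array batches could not be examined. The sample numbers of the ALP arrays are later than those of the other populations. A batch confined to ALP therefore could not be told apart from that population. Cell purities after sorting were not used here.

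Of 45101 probe sets, 64 were controls, 34945 carried exactly 1 gene symbol in the annotation table, 932 carried several and 9160 carried none. Probe sets with several symbols or none were left out, which removed Runx2. A probe set was tested if it exceeded the array's median intensity in at least 3 of the 15 arrays, and 22143 probe sets of single genes did. For each gene the probe set with the highest mean log2 intensity over all arrays was used, which left 12143 genes out of 18193 with a probe set of their own. Of these genes, 5782 had more than 1 passing probe set. Intensities below 1 were set to 1 before taking log2. For Runx1, Elf5, Gata3, Esr1, Cited1 and Foxa1 the probe sets used in the study were taken, and for Runx3 and Cbfb the brightest of each gene.

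Linear models with 1 mean per population were fitted to all 15 arrays in R 4.3.3 with limma 3.58.1 (lmFit and eBayes). The 7 comparisons were MaSC against the mean of LP and ML, LP against ML, AL against LP, AL against ML, AL against ALP, ALP against LP and ALP against ML, and Runx1 was also compared between AL and MaSC. Adjusted p-values are those of Benjamini and Hochberg over the genes tested within a comparison, and a gene passed with an adjusted p under 0.05. "Higher", "lower", "rose" and "fell" refer to the population named first. All tests were two-sided. Fold changes are antilogs of the fitted log2 differences, and standard errors (SE) are on the log2 scale. Standard deviations (SD) are between the intensities of the arrays of a population.

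Named genes were taken by a rule. For 5 comparisons these were the 8 genes with the largest log2 differences in each direction among genes that passed and whose populations did not overlap in any array, and for AL against ML and ALP against ML the first 4 in each direction. Such separation arises by chance in 10% of genes with 3 arrays against 3. Genes without a proper name were skipped. Up to 4 genes per list and comparison were added by the largest moderated t statistic, together with the panel of transcription factors and the genes of the surface proteins used for sorting. Not each of these genes is described.

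Groups of genes were described with 29 lists. They covered basal and myoepithelial markers, luminal progenitors, mature luminal hormone-sensing cells, luminal keratins and identity, milk proteins, milk lipid synthesis, cholesterol synthesis, prolactin and Stat5, cell cycle, the unfolded protein response, secretory transport, amino acid transport and transfer RNA charging, oxidative phosphorylation, ribosomal proteins, calcium and ion transport, tight junctions and polarity, Notch, Wnt, epithelial-mesenchymal transition and extracellular matrix, p53 targets, interferon response, major histocompatibility class II, dissociation stress, housekeeping genes, and markers of immune cells, endothelial cells, fibroblasts, adipocytes and erythroid cells. The lists, the rule for named genes, the comparisons, the tests and the alternatives below were fixed before the data were examined, except where a test is described as chosen later. For each list the members that passed were counted over all genes and adjusted over the list alone. Shifts of whole lists were tested with limma's camera at its preset correlation of 0.01 between genes, adjusted over 196 tests of lists with at least 3 measured genes. The same tests were repeated with a correlation estimated from the data, and with fry, which tests whether the genes of a list move on balance in one direction without comparing them with other genes.

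Resemblance of the ALP arrays to other populations was measured by Pearson correlation across genes with the mean of each population, and by the median over genes of the distance from ML divided by the distance from ML to LP. No test was attached to either.

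The procedure was tested on simulated data in which 200 of the 12143 genes were changed, 100 by 1 and 100 by 2 on the log2 scale, with spreads like those observed. Of 11943 unchanged genes, 7 to 12 were called per comparison. A list of moved genes had a camera p of 7.79e-44, and 2 of 100 random lists had a p under 0.05. The simulation matched spreads only. It does not show how the list tests behave with the larger correlations between genes estimated from the data.

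Alternatives were another filter (none, or the 75th percentile), the mean of a gene's probe sets, 16 added before log2, quantile normalisation on top of the deposited values, arrays centred on their medians, array weights, a variance trend with robust fitting, a fit on the arrays of the compared populations only, replicate number as a block, the methods' t-test, other probe sets of Runx1 and Elf5, and leaving out each array in turn. List tests without ALP replicate 3, made with camera's preset correlation only, were added after its immune and endothelial transcripts had been seen, and leaving out arrays for the transcription factors other than Runx1 after all results had been seen. Further marker genes used to weigh explanations were chosen after these results, and 11 listed genes whose values had already been seen were left out of those tests once this was noticed. Groups of 3 arrays are too small for an outlier test, so none was made. Genome coordinates were not used.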

Results

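Transcripts were measured on 15 arrays from 5 populations of mouse mammary epithelial cells isolated by flow cytometry, with 3 arrays each. Basal cells enriched for mammary stem cells (MaSC), luminal progenitors (LP) and mature luminal cells (ML) came from adult virgin wild-type females. Alveolar luminal cells (AL) were marked by yellow fluorescent protein in pregnant Wap-Cre;R26Y females at midgestation, and alveolar luminal stem/progenitor cells (ALP) carried the same mark in virgin females. The comparisons asked how basal and luminal cells of the virgin gland differ, how the luminal subsets differ, what distinguishes marked cells of pregnancy from virgin luminal cells, and which virgin subset the marked virgin cells resemble. A separate question was where Runx1, the transcription factor studied, stood in each population.

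Median intensity per array ran from 137 to 209.9, with ALP replicate 3 highest, and the 75th percentile from 1166 to 1464. Pearson correlations across genes between arrays of one population were 0.943 to 0.973 for MaSC, 0.976 to 0.986 for LP, 0.979 to 0.983 for ML, 0.984 to 0.989 for AL and 0.902 to 0.9699 for ALP, against 0.695 to 0.961 for pairs from different populations. These correlations run over genes, which are not independent replicates. The log2 difference between the 3' and 5' control probe sets was 0.47 to 1.02 for Actb and 0.49 to 0.68 for Gapdh. With 3 arrays per population, simulated genes with a log2 change of 1 were called in 52% to 75% of cases. Those with a change of 2 were called in 76% to 95%. The simulation changed only 200 of 12143 genes, while 915 to 6493 genes passed in the comparisons here. Adjusted p-values are stricter when few genes differ, so these rates do not measure the share of differences missed here. Smaller differences may still have been missed. The sources used here do not say whether the AL and ALP replicates came from separate animals, so p-values measure only the spread between these samples.

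Surface proteins used for sorting had transcripts on the arrays. Itgb3, which encodes CD61, was 27.7-fold higher in LP than in ML, a log2 difference of 4.79 (SE 0.22, adjusted p = 1.38e-07, 3 arrays against 3), with mean intensities of 3115 in LP, 114 in ML, 1937 in MaSC, 482 in AL and 2975 in ALP. Itgb1, which encodes CD29, was 1.495-fold higher in MaSC than in the mean of LP and ML (adjusted p = 0.000216). Cd24a was bright in every population, with means from 13196 to 16867. Pecam1 (CD31) and Ptprc (CD45), targets of lineage antibodies, were too dim for the filter and were not tested. Their means were 14 and 19.6 in MaSC, 29.5 and 23.1 in LP and 25.4 and 17.5 in ML. Means in AL were higher, at 81.9 and 79.6, and the genes reached 928 and 2795 in one ALP array.

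Runx1 was lowest in alveolar luminal cells. Its mean intensity was 979 (SD 250, n = 3) in AL, against 7139 (SD 600) in MaSC, 3625 (SD 251) in LP, 3735 (SD 610) in ML and 3487 (SD 977) in ALP. The AL level was 7.45-fold below MaSC (log2 difference -2.90, SE 0.22, adjusted p = 1.30e-06), 3.78-fold below LP (-1.92, adjusted p = 4.48e-05), 3.87-fold below ML (-1.95, adjusted p = 1.95e-05) and 3.55-fold below ALP (-1.83, adjusted p = 8.13e-05). Basal cells held the most, 1.95-fold above the mean of LP and ML (adjusted p = 0.00150). Basal markers were also higher in AL than in LP, and whether basal cells contributed to the AL level of Runx1 was not tested. With this probe set no difference in Runx1 passed between LP and ML (log2 difference -0.03, adjusted p = 0.918), between ALP and LP (-0.09, adjusted p = 0.834) or between ALP and ML (-0.12, adjusted p = 0.689). Of the 5 Runx1 probe sets bright enough to test, all 5 were lower in AL than in MaSC and passed, with folds of 3.00 to 10.4. Against each of LP, ML and ALP 4 of the 5 passed, and folds over the 5 ran from 1.38 to 3.91, 1.55 to 4.43 and 1.61 to 3.83. Between LP and ML 1 of the 5 passed, a probe set of similar brightness by which Runx1 was lower in LP (log2 difference -0.53, adjusted p = 0.00686).

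Luminal regulators followed other orders. Elf5, a transcription factor of alveolar development, averaged 10041 (SD 955, n = 3) in AL, 4955 in ALP, 4722 in LP, 1299 in ML and 613 in MaSC (1325, 330.3 and 184 in replicates 1 to 3). It was 7.86-fold higher in AL than in ML (adjusted p = 0.000523) and 3.69-fold higher in LP than in ML (adjusted p = 0.0110). Its difference between AL and LP did not pass (log2 1.09, adjusted p = 0.107), nor did that between AL and ALP (1.02, adjusted p = 0.139). By intensity, however, every AL array (9177 to 11066) lay above every LP array (4212 to 5419) and every ALP array (4581 to 5677). The SE of 0.52 behind these tests was pooled over all populations, including the widely spread MaSC arrays. A dimmer Elf5 probe set passed for both differences, 4.86-fold higher in AL than in LP (log2 2.28, adjusted p = 0.000301) and 5.02-fold higher than in ALP (2.33, adjusted p = 0.000323). Whether these differences passed thus differed between the probe sets, while both probe sets gave a rise in AL. By the dimmer one the differences from ML were 25.8-fold for AL and 5.30-fold for LP. Esr1, the estrogen receptor alpha gene, was 3.504-fold lower in LP and 5.96-fold lower in AL than in ML (adjusted p = 0.00817 and 0.000733), and by a brighter probe set 2.60-fold and 3.145-fold lower. Cited1, a transcriptional coregulator of estrogen response, was 6.798-fold and 10.5-fold lower in the same comparisons (adjusted p = 0.00616 and 0.00140), the former 3.77-fold without LP replicate 1 and 11.4-fold without LP replicate 3. Foxa1, a pioneer factor for the estrogen receptor, was 6.58-fold lower in AL than in ML (adjusted p = 0.000223). Its difference between LP and ML missed the threshold (log2 -1.08, adjusted p = 0.0524), though every LP array (3221 to 4406) lay below every ML array (7255 to 7949). The SE of 0.42 for Foxa1 was likewise pooled over all populations, with MaSC arrays running from 981 to 4731. Gata3, Cbfb, the partner of Runx proteins, and Runx3 passed in no comparison. Gata3 came closest between AL and ALP (log2 -0.22, adjusted p = 0.0841), and Runx3 stayed at 37.0 to 48.6, below the array median. Runx2 had no probe set of its own.

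**Figure D1:**
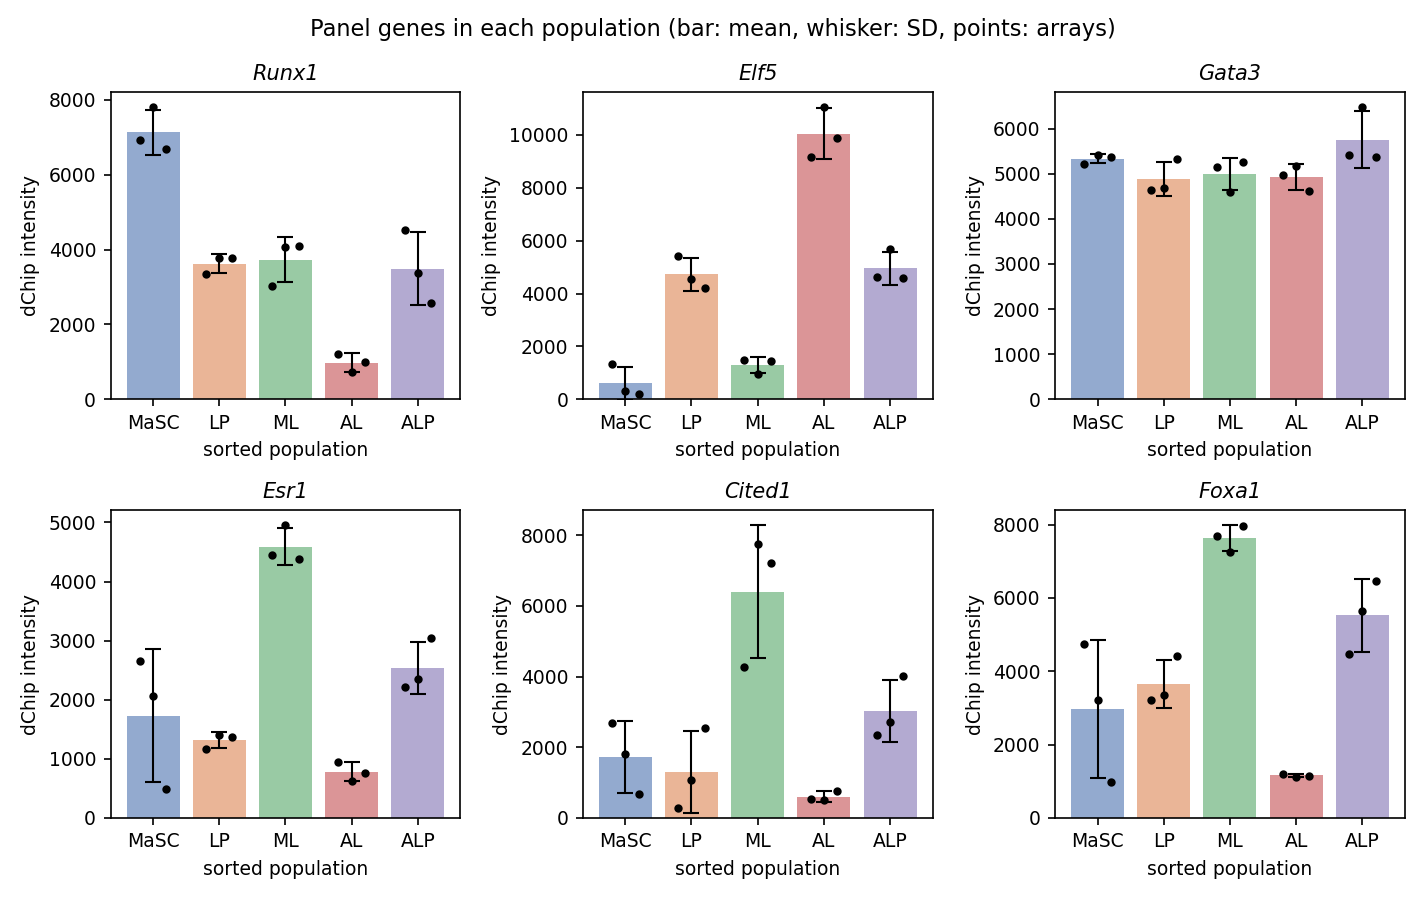
Intensity of Runx1 and of 5 luminal regulators in each population. Bars give means, whiskers the SD of 3 arrays and points the arrays.

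The numbers of genes that differed were large in most comparisons, out of 12143 tested. With an adjusted p under 0.05 and a difference of at least 2-fold, 2414 genes separated MaSC from the mean of LP and ML, 2705 separated LP from ML, 2296 AL from LP, 3188 AL from ML, 2138 AL from ALP, 393 ALP from LP and 2033 ALP from ML. Of these, 1245, 1488, 1190, 1748, 830, 313 and 1449 were higher in the population named first. Without a minimum fold the counts were 6370, 5952, 5529, 6493, 4849, 915 and 4452. Unadjusted p under 0.05 was reached by 7067, 6789, 6431, 7107, 5927, 3130 and 5740 genes.

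**Figure D2:**
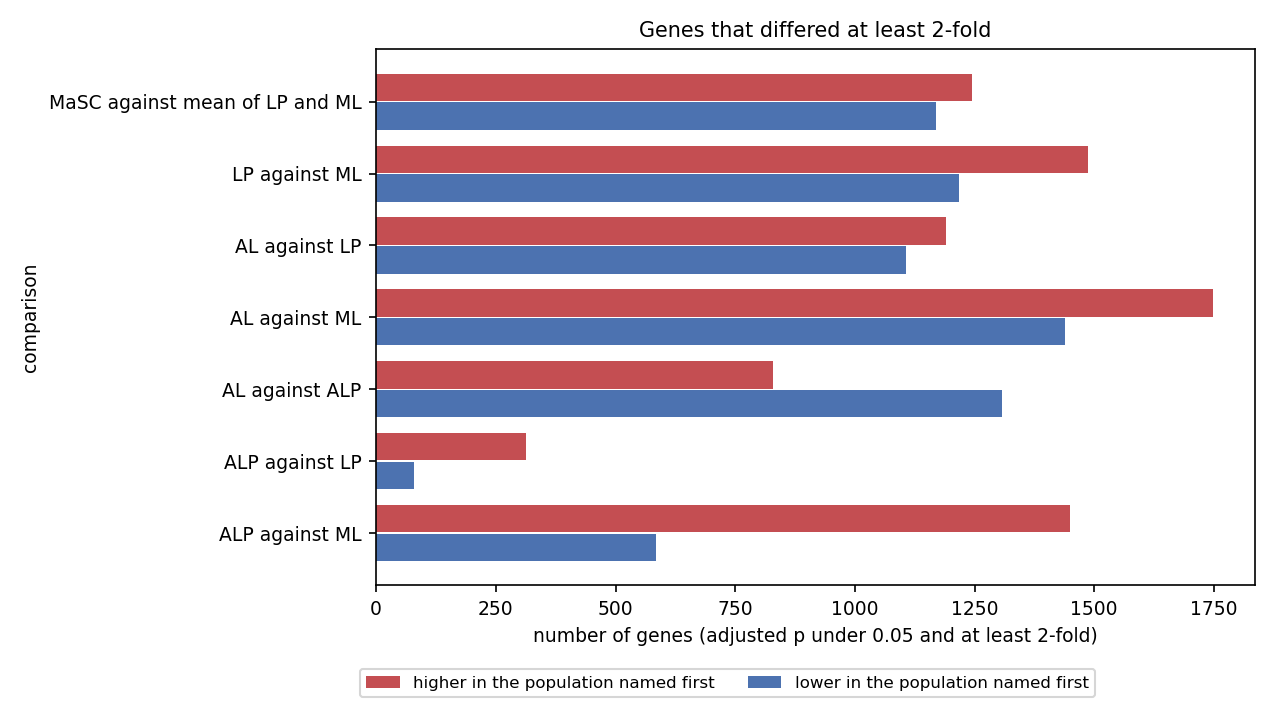
Genes that passed limma's test and differed at least 2-fold in each comparison. The counts ranged from 393 for ALP against LP to 3188 for AL against ML.

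The largest differences between basal cells and the virgin luminal subsets were in genes higher in basal cells. Cnn1, which encodes the smooth-muscle protein calponin, was 586-fold higher in MaSC than in the mean of LP and ML (log2 9.19, SE 0.82, adjusted p = 8.24e-06, n = 3 and 6), at 6372 (SD 791) against 14.3. Smooth-muscle myosin Myh11 was 270.5-fold higher (6288 against 24.4), and the adhesion molecule gene Cntn2 245-fold higher (adjusted p = 2.59e-07). Others among the largest differences were Wif1, a secreted Wnt inhibitor (483-fold higher), the ligand Wnt10a (315-fold), fibromodulin (Fmod, 312-fold), and Rgs4 and Kcnq5 at 232-fold and 202-fold. Genes lower in MaSC differed less, from the growth factor gene Vegfd at 13.8-fold (log2 -3.79, adjusted p = 0.00233), Fap at 13.6-fold and the interleukin decoy receptor gene Il1r2 at 11.9-fold to Mapk12 at 7.73-fold (SE 0.38). Some folds moved by over 1.5 times with 1 array left out, to 24.4-fold for Vegfd without MaSC replicate 1, 22.5-fold and 8.56-fold for Fap without MaSC replicates 1 and 3, 18.2-fold and 6.92-fold for Il1r2 without MaSC replicates 1 and 2, 499-fold for Rgs4 without ML replicate 3 and 314-fold for Wif1 without ML replicate 2. Folds of the dimmest genes depended on the floor, and with 16 added to each intensity the named genes differed 4.2-fold to 220-fold and all 16 still passed.

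Among the basal and myoepithelial markers, 17 of the 18 measured genes rose (17 adjusted over the list alone), a shift larger than that of other genes (adjusted p = 2.34e-12, and adjusted p = 0.639 with an estimated correlation). Examples were smooth-muscle actin (Acta2, 42.96-fold, 16622 against 405), Mylk (70.4-fold) and the Wnt-associated receptor gene Lgr5 (62.9-fold). Of the Wnt pathway genes, 15 of the 25 measured genes rose and 2 fell (15 and 2 adjusted over the list alone) (adjusted p = 0.000512, and adjusted p = 0.639 with an estimated correlation), with the secreted protein gene Dkk3 at 46.3-fold and the receptor gene Fzd1 at 3.82-fold higher. In the list for epithelial-mesenchymal transition and extracellular matrix, 13 of the 19 measured genes rose and 1 fell (13 and 1 adjusted over the list alone) (adjusted p = 2.39e-05, and adjusted p = 0.743 with an estimated correlation). It included the laminin genes Lama3 (13.3-fold) and Lama1 (32.3-fold) and the transcription factor gene Snai2 (69.4-fold). Fibroblast markers had mean log2 intensities of 9.18 to 9.63 in MaSC, 11.03 to 11.72 in LP and 5.93 to 6.55 in ML, and 7 of the 15 measured rose and 4 fell without a shift of the list (adjusted p = 0.359, and adjusted p = 0.986 with an estimated correlation).

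Epithelial polarity genes moved the other way. For tight junctions and polarity, 1 of the 15 measured genes rose and 11 fell (1 and 11 adjusted over the list alone) (adjusted p = 0.00138, and adjusted p = 0.776 with an estimated correlation), including tricellulin (Marveld2, 3.06-fold lower) and Tjp3 (4.34-fold lower). In the luminal keratin and identity list, 10 of the 11 measured genes fell (10 adjusted over the list alone) (adjusted p = 0.00864, and adjusted p = 0.790 with an estimated correlation), such as the mucin gene Muc1 (2.17-fold lower) and the claudin gene Cldn4 (3.41-fold lower). Luminal genes varied between the MaSC arrays, where the hormone-sensing list had mean log2 intensities of 10.91, 10.42 and 9.54 in replicates 1 to 3. Cholesterol synthesis genes fell, in that 10 of the 14 measured genes fell (10 adjusted over the list alone) (adjusted p = 0.0296, and adjusted p = 0.852 with an estimated correlation), with Dhcr7, the enzyme of the final step, 2.26-fold lower, though with arrays centred on their medians the list's adjusted p was 0.0528. In amino acid transport and transfer RNA charging, 12 of the 18 measured genes rose and 2 fell (13 and 2 adjusted over the list alone) (adjusted p = 0.00346, and adjusted p = 0.639 with an estimated correlation), with the cystine transporter gene Slc7a11 4.901-fold and the leucine transporter gene Slc7a5 1.99-fold higher.

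The other lists showed no shift between MaSC and the luminal mean, among them luminal progenitor genes (3 rose and 8 fell of 17), hormone-sensing genes (1 and 3 of 16), milk proteins (0 and 7 of 14), cell cycle (1 and 3 of 29) and dissociation stress (4 and 12 of 22). Of all 6370 genes that passed, 43.2% were higher in MaSC. With arrays centred on their medians that share was 31.2% and the median of all genes moved by -0.11 on the log2 scale.

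The largest differences between luminal progenitors and mature luminal cells were in genes higher in LP. Dpt, which encodes the matrix protein dermatopontin, was 476-fold higher in LP (log2 8.89, SE 0.43, adjusted p = 2.16e-07, n = 3 and 3), at 9263 (SD 1331) against 20.5. The cytokine gene Il6 was 223-fold, Ogn 286-fold, Cd34 202-fold, the collagenase gene Mmp2 202-fold and lumican (Lum) 187-fold higher. Mature luminal cells held more of Spef2, a gene of sperm flagella (44.3-fold, log2 -5.47, adjusted p = 0.00165), Snhg11 (36.3-fold, 126 in LP against 3756), Fxyd4, an ion transport regulator (32.96-fold), and prothrombin (F2, 27.5-fold). Il6 was 420.4-fold higher without ML replicate 1, and without LP replicate 1 Snhg11 was 21.9-fold and Spef2 27.4-fold lower. With 16 added to each intensity the 16 named genes differed 11.1-fold to 257-fold.

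Hormone-sensing genes marked ML and progenitor genes marked LP. For the mature luminal hormone-sensing list, 1 of the 16 measured genes rose and 13 fell (1 and 14 adjusted over the list alone) in LP (adjusted p = 6.08e-05, and adjusted p = 0.639 with an estimated correlation), with the ligand gene Wnt4 10.5-fold lower (356 against 3401), the progesterone receptor gene Pgr 4.35-fold lower and the hormone gene Stc2 3.63-fold lower. Of the luminal progenitor genes, 14 of the 17 measured genes rose and 2 fell (14 and 2 adjusted over the list alone) (adjusted p = 0.000704, and adjusted p = 0.639 with an estimated correlation), led by the lipopolysaccharide-binding protein gene Lbp (19.2-fold), the Notch target Hey1 (5.63-fold) and Sox10 (2.92-fold). Milk protein genes were also higher in LP, where 12 of the 14 measured genes rose (12 adjusted over the list alone) (adjusted p = 0.000268, and adjusted p = 0.639 with an estimated correlation). Levels remained low for caseins, with Csn1s1 17.6-fold higher at 201 against 13.2, and Xdh, an enzyme of milk fat secretion, was 6.08-fold higher. Cholesterol synthesis moved toward ML, in that 1 of the 14 measured genes rose and 8 fell (1 and 8 adjusted over the list alone) (adjusted p = 0.0233, and adjusted p = 0.835 with an estimated correlation), including squalene synthase (Fdft1, 2.96-fold lower in LP) and Fdps (3.196-fold lower), while after quantile normalisation the adjusted p was 0.0543 and after median centring 0.0840.

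Stromal markers moved with this comparison. Of the fibroblast genes, 14 of the 15 measured genes rose (14 adjusted over the list alone) (adjusted p = 7.44e-09, and adjusted p = 0.639 with an estimated correlation), among them the collagen genes Col3a1 (160.5-fold, SE 0.25, 7303 in LP against 45.3 in ML) and Col1a2 (137-fold) and the fibril gene Mfap5 (124-fold). The list's mean log2 intensity was 11.03 to 11.72 in LP arrays and 5.93 to 6.55 in ML arrays. For epithelial-mesenchymal transition and matrix, which shares 3 collagen genes with the fibroblast list, 16 of the 19 measured genes rose (16 adjusted over the list alone) (adjusted p = 1.52e-08, and adjusted p = 0.639 with an estimated correlation), with Vim at 25.6-fold and Col1a1 at 49.3-fold. Basal markers did not shift as a list (adjusted p = 0.111, and adjusted p = 0.936 with an estimated correlation), though 6 of 18 rose. Immune markers (1 rose and 1 fell of 11), endothelial markers (2 and 3 of 12) and adipocyte markers (3 and 2 of 7, with Fabp4 19.99-fold higher) showed no shift.

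Stress and metabolic lists gave weaker calls. In the dissociation stress list, 10 of the 22 measured genes rose (10 adjusted over the list alone) (adjusted p = 0.0225, and adjusted p = 0.835 with an estimated correlation), with the immediate early genes Egr3 (4.36-fold) and Fosl1 (3.39-fold), but after median centring the list's median was -0.03 and its adjusted p 0.0786. In amino acid transport and transfer RNA charging, 11 of the 18 measured genes rose and 3 fell (12 and 3 adjusted over the list alone) (adjusted p = 0.0313, and adjusted p = 0.790 with an estimated correlation), with the serine synthesis gene Psat1 3.87-fold and Slc7a5 2.52-fold higher, and the adjusted p after median centring was 0.0602. Among oxidative phosphorylation genes, 1 of the 22 measured genes rose and 5 fell (1 and 3 adjusted over the list alone) (adjusted p = 0.0206, and adjusted p = 0.835 with an estimated correlation). Of the 5952 genes that passed, 55.7% were higher in LP, against 45.6% after quantile normalisation and 30.3% after median centring, which moved the median of all genes by -0.24.

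Alveolar luminal cells of pregnancy carried milk transcripts, cell-cycle transcripts and enzymes of fat synthesis above luminal progenitors. Glycam1, which encodes a secreted milk glycoprotein, was 700.5-fold higher in AL (log2 9.45, SE 1.59, adjusted p = 0.000636, n = 3 and 3), at 17553 (SD 1062) against 25.7. Beta-casein (Csn2) was 462-fold, the fatty acid-binding protein gene Fabp3 107-fold, the lipogenesis regulator gene Thrsp 103-fold, the gap junction gene Gjb6 182-fold and the growth factor gene Igf2 82.8-fold higher. Lower in AL were Dmbt1, a mucosal defense gene (224-fold, adjusted p = 1.48e-05), the potassium channel subunit gene Kcne3 (152-fold, SE 0.35, 23.2 against 3569.5), Ido1, an enzyme of tryptophan breakdown (99.5-fold), and the fibrinogen gene Fgb (41.02-fold). Without LP replicate 1 the folds were 111 for Gjb6 and 75.6 for Fgb, without LP replicate 2 205 for Csn2 and 147 for Dmbt1, and without LP replicate 3 954 for Csn2 and 23.8 for Fgb. With 16 added to each intensity the 16 named genes differed 19.1-fold to 425-fold.

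Cell-cycle genes rose against LP, where 27 of the 29 measured genes rose (28 adjusted over the list alone) (adjusted p = 1.24e-09, and adjusted p = 0.639 with an estimated correlation). The mitotic checkpoint gene Bub1b was 16.4-fold (2366 against 147), the kinesin genes Kif20a and Kif11 10.8-fold and 10-fold, and the centromere gene Cenpe 22.7-fold higher. For milk proteins, 7 of the 14 measured genes rose and 1 fell (9 and 1 adjusted over the list alone) (adjusted p = 0.00102, and adjusted p = 0.639 with an estimated correlation), with whey acidic protein (Wap) 53.6-fold higher (6059, SD 2303, against 111) and Csn1s1 78.7-fold higher. In milk lipid synthesis, 14 of the 23 measured genes rose (14 rose and 1 fell adjusted over the list alone) (adjusted p = 5.01e-05, and adjusted p = 0.639 with an estimated correlation), among them Olah, which ends medium-chain fatty acid synthesis (21.8-fold), and acetyl-CoA carboxylase (Acaca, 2.32-fold). For oxidative phosphorylation, 16 of the 22 measured genes rose (18 adjusted over the list alone) (adjusted p = 7.22e-05, and adjusted p = 0.639 with an estimated correlation), with small differences such as 1.51-fold for Ndufs1 of complex I and 1.46-fold for Cyc1 of complex III.

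Hormone-sensing and basal markers moved as well. In the hormone-sensing list, 2 of the 16 measured genes rose and 9 fell (3 and 10 adjusted over the list alone) (adjusted p = 0.0168, and adjusted p = 0.835 with an estimated correlation), where Cxcl15 was 16.4-fold and Wnt7b 12.9-fold lower, while Tnfsf11, the gene of the progesterone-induced paracrine factor RANKL, was 51.8-fold higher and the calcium-binding protein gene S100a6 2.08-fold higher. Of the basal and myoepithelial markers, 11 of the 18 measured genes rose and 1 fell (11 and 1 adjusted over the list alone) (adjusted p = 0.0189, and adjusted p = 0.835 with an estimated correlation), including Mylk (34.1-fold), Acta2 (16.4-fold, 7761 against 483) and Myh11 (24.5-fold). Endothelial markers rose beside them, where 6 of the 12 measured genes rose (6 adjusted over the list alone) (adjusted p = 0.0495, and adjusted p = 0.936 with an estimated correlation), with Emcn 9.099-fold and Cldn5 8.91-fold higher, and the list's adjusted p was 0.0691 after quantile normalisation and 0.0816 after median centring. Immune markers did not shift as a list (adjusted p = 0.0649, and adjusted p = 0.936 with an estimated correlation), and 3 of 11 rose. Their mean log2 intensity was 8.55 to 9.29 in AL and 6.48 to 7.10 in LP. No CD24, CD29 or CD61 gate is named for the AL sort. Whether cells of other types in that sort carried the basal, endothelial and immune transcripts was not tested.

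No list shift passed between AL and LP for fibroblast markers (1 rose and 2 fell of 15), amino acid transport and charging (1 and 11 of 18), prolactin and Stat5 signaling (4 and 1 of 12), targets of p53 (2 and 8 of 18) or major histocompatibility class II (3 and 0 of 5). Of the 5529 genes that passed, 46.9% were higher in AL, against 60.1% with arrays centred on their medians, which moved the median of all genes by 0.10.

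Caseins were also higher in AL than in mature luminal cells. Csn2 was 8538-fold higher in AL (log2 13.06, SE 1.04, adjusted p = 1.54e-06, n = 3 and 3), at 14707 against 1.8993, near the floor of 1. Csn1s1 was 1384-fold, Glycam1 564-fold and Csn1s2a 386-fold higher. Dmbt1 was 1320-fold lower in AL (9.65 against 12090), Ido1 673-fold, the cation channel gene Trpc6 448-fold (673-fold without AL replicate 2) and the protease gene Ctse 303-fold lower. With 16 added to each intensity the 8 named genes differed 161-fold to 823-fold.

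Hormone-sensing genes separated ML from AL, where 2 of the 16 measured genes rose and 14 fell (2 and 14 adjusted over the list alone) (adjusted p = 8.28e-06, and adjusted p = 0.639 with an estimated correlation), with Cxcl15 77.02-fold, Wnt7b 31.6-fold and Stc2 9.94-fold lower in AL. Milk protein genes showed the reverse, as 13 of the 14 measured genes rose and 1 fell (13 and 1 adjusted over the list alone) (adjusted p = 4.95e-06, and adjusted p = 0.639 with an estimated correlation), with Wap 245-fold and Xdh 8.303-fold higher. In milk lipid synthesis, 12 of the 23 measured genes rose and 1 fell (14 and 1 adjusted over the list alone) (adjusted p = 0.00205, and adjusted p = 0.639 with an estimated correlation), with Fabp3 167-fold and the desaturase gene Fads2 4.65-fold higher. For the cell cycle, 28 of the 29 measured genes rose (28 adjusted over the list alone) (adjusted p = 7.15e-07, and adjusted p = 0.743 with an estimated correlation), including the replication licensing genes Mcm3 (6.25-fold) and Mcm5 (9.32-fold) and the mitotic transcription factor gene Foxm1 (7.79-fold).

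Basal, matrix and fibroblast markers were higher in AL than in ML together. Cells of other types in the AL sort were not tested as a source of these transcripts. Of the basal markers, 13 of the 18 measured genes rose (13 adjusted over the list alone) (adjusted p = 0.000442, and adjusted p = 0.743 with an estimated correlation), with Sparc 48.9-fold (31.2-fold without ML replicate 2) and Acta2 24.4-fold higher. In the epithelial-mesenchymal and matrix list, 16 of the 19 measured genes rose (16 adjusted over the list alone) (adjusted p = 1.65e-07, and adjusted p = 0.639 with an estimated correlation), with Col3a1 189-fold and Vim 19.7-fold higher. The fibroblast list itself gave 211-fold for Dpt and 146-fold for Col1a2, and 13 of the 15 measured genes rose (13 adjusted over the list alone) (adjusted p = 5.69e-07, and adjusted p = 0.639 with an estimated correlation). Dissociation stress genes rose beside these, where 11 of the 22 measured genes rose (11 adjusted over the list alone) (adjusted p = 0.00730, and adjusted p = 0.790 with an estimated correlation), with the immediate early gene Nr4a1 10.6-fold and the heat shock gene Hspa1a 6.43-fold higher. Endothelial markers (7 rose and 1 fell of 12), immune markers (3 and 0 of 11) and luminal progenitor genes (10 and 3 of 17) did not shift as lists, with adjusted p = 0.184, 0.184 and 0.0531. Of the 6493 genes that passed, 53.7% were higher in AL, against 41.0% with arrays centred on their medians, which moved the median of all genes by -0.14.

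**Figure D3:**
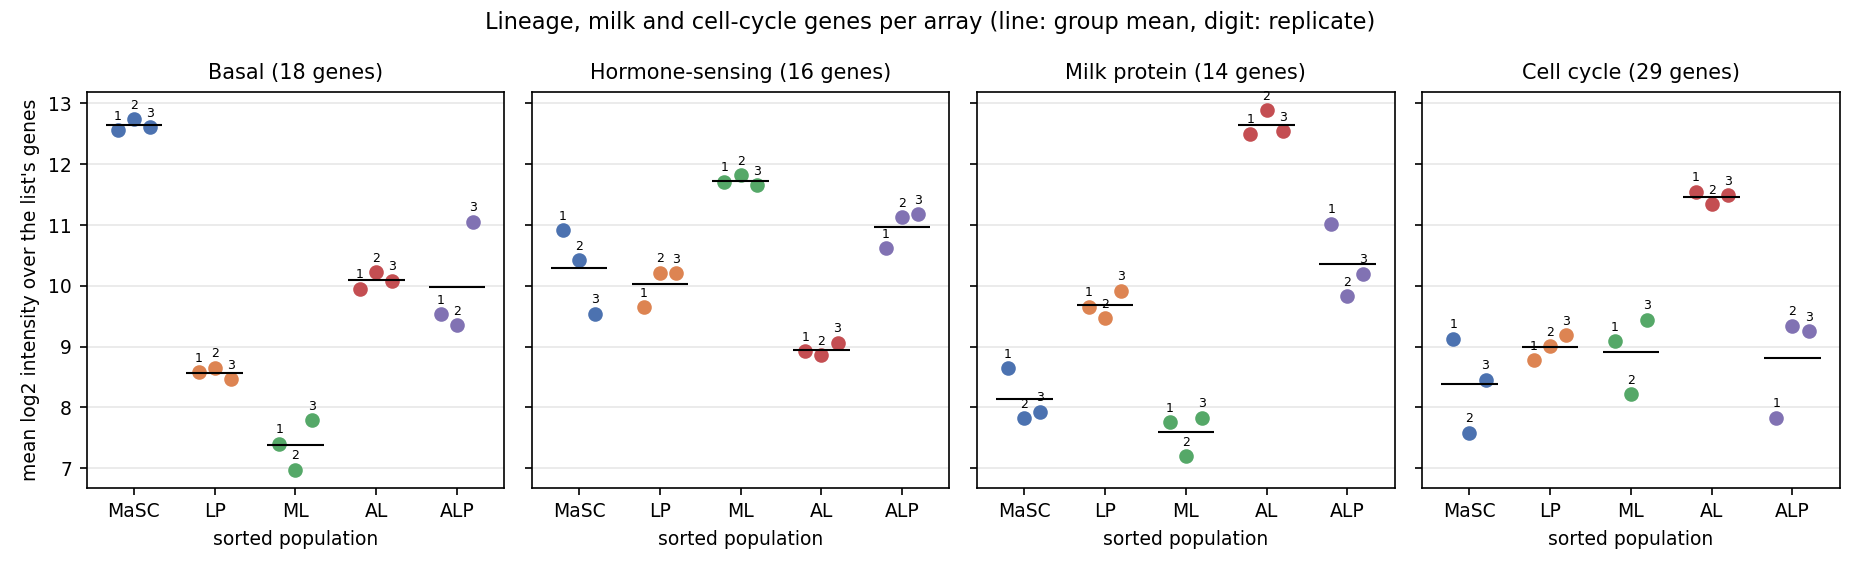
Mean log2 intensity of basal, hormone-sensing, milk protein and cell-cycle genes in each array. Cell-cycle genes averaged 11.34 to 11.55 in AL arrays and 7.59 to 9.44 in all others.

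Marked cells of pregnancy and of virgin glands differed in the same milk, lipid and cell-cycle lists. Wap, the gene whose promoter drives the mark, was 93.2-fold higher in AL than in ALP (log2 6.54, SE 0.35, adjusted p = 6.04e-07, n = 3 and 3), at 6059 (SD 2303) against 66.7 (SD 29.9). Gjb6 was 73.5-fold, Fabp3 67.6-fold, the apoptosis-family gene Bcl2l15 59.2-fold, Csn2 40.1-fold (72.4-fold without ALP replicate 1 and 20.6-fold without ALP replicate 2) and Csn1s1 39.1-fold higher. Dmbt1 was 889-fold lower in AL (log2 -9.80, SE 0.75, adjusted p = 3.42e-06, 9.65 against 8299), as were Ido1 (390-fold), Trpc6 (179-fold, and 268-fold without AL replicate 2), Ctse (149-fold), the diamine oxidase gene Aoc1 (142-fold) and the keratin gene Krt6a (101-fold). With 16 added to each intensity the 16 named genes differed 26-fold to 319-fold.

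For the cell cycle, 27 of the 29 measured genes rose (28 adjusted over the list alone) (adjusted p = 3.79e-11, and adjusted p = 0.639 with an estimated correlation), with Kif11 12.97-fold and Bub1b 12.7-fold higher, and without ALP replicate 3 the count was 28. In the milk protein list, 7 of the 14 measured genes rose and 1 fell (7 and 1 adjusted over the list alone) (adjusted p = 0.00173, and adjusted p = 0.639 with an estimated correlation), where Csn1s2a was 17.9-fold and Csn1s2b 10.4-fold higher. Milk lipid synthesis gave 34.4-fold for Olah and 39.9-fold for Thrsp (26.4-fold without ALP replicate 1 and 69.6-fold without ALP replicate 3), and 13 of the 23 measured genes rose and 1 fell (13 and 1 adjusted over the list alone) (adjusted p = 0.000371, and adjusted p = 0.639 with an estimated correlation). Among oxidative phosphorylation genes, 12 of the 22 measured genes rose (14 adjusted over the list alone) (adjusted p = 6.21e-05, and adjusted p = 0.639 with an estimated correlation), with Uqcrc2 of complex III 1.37-fold and Ndufs1 1.42-fold higher. Hormone-sensing genes were lower in AL, where 2 of the 16 measured genes rose and 13 fell (2 and 13 adjusted over the list alone) (adjusted p = 3.73e-05, and adjusted p = 0.639 with an estimated correlation), with Cxcl15 48.96-fold and Stc2 6.64-fold lower and Tnfsf11 28.2-fold higher.

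Targets of p53 fell in AL, where 8 of the 18 measured genes fell (8 adjusted over the list alone) (adjusted p = 0.0135, and adjusted p = 0.639 with an estimated correlation). The cell-cycle inhibitor gene Cdkn1a was 2.98-fold lower (SE 0.13 on the log2 scale, 2633 against 7828) and Phlda3 2.97-fold lower. Notch pathway genes also fell, as 8 of the 15 measured genes fell (8 adjusted over the list alone) (adjusted p = 0.0390, and adjusted p = 0.776 with an estimated correlation), among them Numb, an inhibitor of Notch signaling (2.54-fold lower), but without ALP replicate 3 the list's adjusted p was 0.118. Endothelial and fibroblast markers were lower in AL beside them. For endothelial markers, 6 of the 12 measured genes fell (9 adjusted over the list alone) (adjusted p = 0.00713, and adjusted p = 0.835 with an estimated correlation), including Eng (5.05-fold lower) and Flt1 (5.504-fold lower), and without ALP replicate 3 these were 3.21-fold and 3.38-fold lower and the list's median moved from -1.63 to -0.89. For fibroblast markers, 5 of the 15 measured genes fell (5 adjusted over the list alone) (adjusted p = 0.0348, and adjusted p = 0.907 with an estimated correlation), including Pi16 (9.57-fold lower), and without ALP replicate 3 Pi16 was 5.44-fold lower, a single gene fell and the adjusted p was 0.153. Amino acid transport and charging did not shift with all arrays but did so downward without ALP replicate 3 (adjusted p = 0.0323 by camera with its preset correlation). Of its 18 genes, 8 then fell and 1 rose. An estimated correlation was not tried without that array. Of the 4849 genes that passed, 46.9% were higher in AL, against 59.9% after quantile normalisation and 73.9% after median centring, which moved the median of all genes by 0.27. With replicate number as a block 2127 genes passed, and the calls of Uqcrc2, Ndufs1, Eng, Flt1 and Pi16 among the genes named here were lost, with adjusted p from 0.0534 to 0.0774. Of the 95 genes taken by the rule for AL against ALP, 43 lost their call with the block. With only the arrays of the compared populations fitted, 15 lost it.

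Marked virgin cells lay closest to luminal progenitors. Across genes, the 3 ALP arrays correlated with the LP mean at r = 0.962, 0.9495 and 0.8575, above their next highest correlations of 0.863 and 0.867 with AL and 0.815 with MaSC. On a scale where ML is 0 and LP is 1, over the 2705 genes that separated those subsets at least 2-fold, the arrays stood at 0.905, 0.721 and 0.606. Over the 1488 genes higher in LP the positions were 0.943, 0.853 and 0.988, and over the 1217 genes higher in ML they were 0.847, 0.548 and 0.329. Genes higher in LP included fibroblast markers. The mean log2 intensity of that list was 11.48 to 13.05 in ALP arrays, 11.03 to 11.72 in LP and 5.93 to 6.55 in ML. Positions without such genes were not tested.

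Among the genes higher in ALP than in LP, Rgs4 differed 171-fold (log2 7.42, SE 1.43, adjusted p = 0.0129, 1083 with an SD of 1036 against 6.08), a call lost without LP replicate 2 (adjusted p = 0.0571). It was 279-fold higher without LP replicate 1 and 102-fold without ALP replicate 3, and with 16 added to each intensity 38.1-fold, behind Selp, Rgs5, Apold1 and Cd93. The P-selectin gene Selp was 157-fold higher in ALP (log2 7.29, SE 1.28, adjusted p = 0.00844, n = 3 and 3), at 8831 (SD 3189) against 309 (SD 513), and 84.2-fold, 71.1-fold and 643-fold without LP replicates 1 to 3. The pericyte gene Rgs5 was 99.3-fold, the endothelial receptor gene Cd93 59.9-fold (3375, SD 2997, against 44.8), Apold1 59.7-fold, the endothelin receptor gene Ednrb 52.3-fold and Dlk1 48.6-fold higher. Without ALP replicate 3 Cd93 was 37.1-fold, Apold1 38.8-fold and Ednrb 28.6-fold higher, while Ednrb was 83.99-fold higher without ALP replicate 1 and Dlk1 73.2-fold without LP replicate 3. Genes lower in ALP differed less, with Otud7a 7.18-fold (adjusted p = 0.00717), Mab21l4 5.62-fold, Snai3 3.98-fold, Them5 3.69-fold and Jrk 2.79-fold lower. With 16 added to each intensity the 16 genes selected differed 2.69-fold to 91.4-fold. Endothelial markers rose, where 10 of the 12 measured genes rose (10 adjusted over the list alone) (adjusted p = 3.79e-11, and adjusted p = 0.639 with an estimated correlation), with Cldn5 47.7-fold higher (469, 1092 and 4103 in the ALP arrays against a mean of 29.5 in LP), and 78.8-fold without ALP replicate 1. Without ALP replicate 3, 9 of the 12 rose and Cldn5 was 26.6-fold higher.

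Immune markers moved with them, in that 3 of the 11 measured genes rose (10 adjusted over the list alone) (adjusted p = 1.26e-05, and adjusted p = 0.639 with an estimated correlation). Their mean log2 intensity was 8.23, 8.57 and 12.84 in ALP replicates 1 to 3 and 6.48 to 7.10 in LP. Lyz1 was 13.8-fold higher (adjusted p = 0.0218), a call lost without LP replicate 1 or 2 (adjusted p = 0.0757 and 0.0632), and 22.4-fold and 5.66-fold higher without ALP replicates 1 and 3. Without ALP replicate 3, 6 of the 11 immune markers rose and their median log2 difference was 1.48 in place of 3.22. In major histocompatibility class II, 3 of the 5 measured genes rose (4 adjusted over the list alone) (adjusted p = 0.00104, and adjusted p = 0.639 with an estimated correlation), and without ALP replicate 3 2 rose. The class II list still shifted without that array (median 1.59, adjusted p = 5.32e-05). Of the basal markers, 5 of the 18 measured genes rose (9 rose and 1 fell adjusted over the list alone) (adjusted p = 8.58e-05, and adjusted p = 0.652 with an estimated correlation), with Mylk 25.3-fold (4249.9, SD 3277, against 145), and Acta2 11.5-fold higher, and without ALP replicate 3 Mylk was 16.8-fold higher and the list's median was 0.49 in place of 0.91. In the hormone-sensing list, 4 of the 16 measured genes rose (5 adjusted over the list alone) (adjusted p = 8.07e-05, and adjusted p = 0.639 with an estimated correlation), of which Stc2 was 2.43-fold higher (adjusted p = 0.00758), and without ALP replicate 3 1 rose. The hormone-sensing list still shifted without that array (median 0.75, adjusted p = 2.65e-05).

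Several further lists shifted upward in ALP against LP while few or none of their members passed alone. For the Wnt pathway, 4 of the 25 measured genes rose (6 adjusted over the list alone) (adjusted p = 0.0124, and adjusted p = 0.639 with an estimated correlation), and without ALP replicate 3 only 1 rose. The Wnt list still shifted without that array (adjusted p = 0.0164). In prolactin and Stat5 signaling, 2 of the 12 measured genes rose (3 adjusted over the list alone) (adjusted p = 0.0299, and adjusted p = 0.776 with an estimated correlation), with Igf2 17.5-fold higher, and without ALP replicate 3 1 rose and Igf2 was 9.47-fold higher. This list's adjusted p without that array was 0.0381. In the dissociation stress list, 4 of the 22 measured genes rose (4 rose and 1 fell adjusted over the list alone) (adjusted p = 0.0171, and adjusted p = 0.835 with an estimated correlation), with Hspa1a 5.85-fold and Atf3 1.59-fold higher, but after median centring the list's median was -0.00. Notch pathway genes gave 1 riser among 15 measured, Jag1 at 2.38-fold (5 adjusted over the list alone, adjusted p = 0.0468, and adjusted p = 0.776 with an estimated correlation), a call lost without LP replicate 1 (adjusted p = 0.0673), and without ALP replicate 3 the list's adjusted p was 0.0608. Fibroblast markers gave Postn at 5.60-fold, and 1 of the 15 measured genes rose (1 adjusted over the list alone) (adjusted p = 0.0189, and adjusted p = 0.835 with an estimated correlation), but without ALP replicate 3 the adjusted p was 0.301 and the call of Postn was lost without LP replicate 2 or 3 (adjusted p = 0.0554 and 0.0525).

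By limma's test 0 members passed over all genes and 0 adjusted over the list alone in 3 of the shifted lists. The unfolded protein response had a median log2 difference of 0.15 over 18 genes (adjusted p = 0.0189, and adjusted p = 0.790 with an estimated correlation), which turned to -0.02 after median centring. The interferon response had a median of 0.44 over 20 genes (adjusted p = 0.0238, and adjusted p = 0.936 with an estimated correlation), lost without ALP replicate 3 (adjusted p = 0.818). The epithelial-mesenchymal and matrix list had a median of 0.66 over 19 genes (adjusted p = 0.000505, and adjusted p = 0.812 with an estimated correlation), which was 0.28 without ALP replicate 3 (adjusted p = 0.0274). At unadjusted p under 0.05 there were 6, 3 and 5 members, and fry, limma's self-contained test, gave adjusted p = 0.0713, 0.453 and 0.136.

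Other lists had no shift between ALP and LP, among them luminal progenitor genes (0 of 17 passed), milk proteins (0 of 14), cell cycle (0 of 29) and oxidative phosphorylation (0 of 22), with camera adjusted p = 0.802, 0.392, 0.712 and 0.825 and 3, 4, 1 and 0 members at unadjusted p under 0.05. Without ALP replicate 3, camera with its preset correlation also called cholesterol synthesis, adipocyte and milk lipid lists upward in ALP (adjusted p = 0.00838, 0.0328 and 0.0492). In each of these lists 1 member rose. An estimated correlation was not tried without that array. The count of 915 genes changed with the arrays and the fit used. It was 347, 259 and 410 without LP replicates 1 to 3, 1984, 448 and 482 without ALP replicates 1 to 3, 4 with the arrays of the 2 populations fitted alone and 0 with replicate number as a block, and each gene named here for this comparison lost its call in the latter pair of settings. Of the 393 genes at least 2-fold different, 313 were higher in ALP and 80 lower. Of all 915 genes, 47.5% were higher, against 37.3% after quantile normalisation and 28.4% after median centring, which moved the median of all genes by -0.17.

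**Figure D4:**
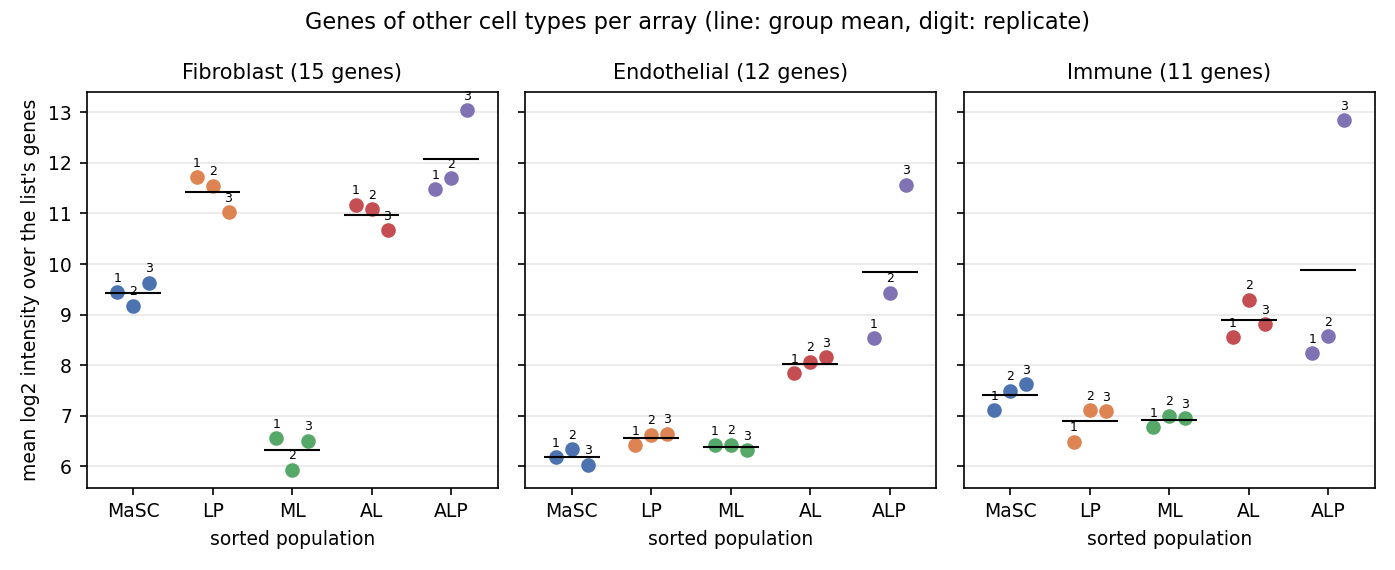
Mean log2 intensity of fibroblast, endothelial and immune markers in each array. Immune markers averaged 12.84 in ALP replicate 3 and 8.23 and 8.57 in the other ALP arrays.

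The largest differences between ALP and mature luminal cells were in genes higher in ALP. Il6 was 643-fold higher (log2 9.33, SE 0.71, adjusted p = 3.15e-06, n = 3 and 3), at 5156 (SD 2396) against 11.6, and 1213-fold higher without ML replicate 1. Dpt was 509.8-fold, the matrix gene Aspn 395-fold and Selp 371-fold higher, and Adgra1, an adhesion receptor gene, was 9.96-fold lower (SE 0.43, adjusted p = 0.000154). With 16 added to each intensity the 8 selected genes differed 7.55-fold to 276-fold. Of the luminal progenitor genes, 12 of the 17 measured genes rose (12 adjusted over the list alone) (adjusted p = 6.81e-05, and adjusted p = 0.639 with an estimated correlation), with Lbp 27.5-fold and Hey1 10.2-fold higher. In the milk protein list, 10 of the 14 measured genes rose (12 adjusted over the list alone) (adjusted p = 6.76e-06, and adjusted p = 0.639 with an estimated correlation), with Csn2 213-fold (118-fold without ALP replicate 1 and 414-fold without ALP replicate 2) and Csn1s1 35.4-fold higher. Hormone-sensing genes were lower, in that 3 of the 16 measured genes fell (2 adjusted over the list alone) (adjusted p = 0.0199, and adjusted p = 0.835 with an estimated correlation), with Wnt4 3.41-fold lower, 5 fell without ALP replicate 3, and the list's adjusted p was 0.102 after quantile normalisation and 0.214 after median centring.

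Fibroblast markers were higher in ALP than in ML, where 14 of the 15 measured genes rose (14 adjusted over the list alone) (adjusted p = 1.55e-12, and adjusted p = 0.639 with an estimated correlation), with Col1a2 176-fold higher, and without ALP replicate 3 the count was 14. Of the matrix and epithelial-mesenchymal genes, 18 of the 19 measured genes rose (18 adjusted over the list alone) (adjusted p = 6.40e-13, and adjusted p = 0.639 with an estimated correlation), with Col3a1 218-fold and Vim 33.1-fold higher. For endothelial markers, 9 of the 12 measured genes rose (9 adjusted over the list alone) (adjusted p = 0.000140, and adjusted p = 0.743 with an estimated correlation), with Tek 62.4-fold and Cldn5 38.9-fold higher, or 103-fold and 64.3-fold without ALP replicate 1 and 30.96-fold and 21.8-fold without ALP replicate 3. Immune markers showed 8 of the 11 measured genes rose (9 adjusted over the list alone) (adjusted p = 0.0112, and adjusted p = 0.835 with an estimated correlation), and 9 rose without ALP replicate 3, with a median log2 difference of 1.68 in place of 3.56. Basal markers moved alongside, as 14 of the 18 measured genes rose (14 adjusted over the list alone) (adjusted p = 1.27e-05, and adjusted p = 0.639 with an estimated correlation), with Sparc 54.7-fold (34.9-fold without ML replicate 2) and Tagln 13.3-fold higher.

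Wnt pathway genes shifted upward in ALP, in that 12 of the 25 measured genes rose and 2 fell (12 and 3 adjusted over the list alone) (adjusted p = 0.00769, and adjusted p = 0.639 with an estimated correlation), with Wnt5b 5.57-fold and Fzd1 3.55-fold higher, and the list's median was 0.60 without ALP replicate 3 in place of 1.11. In the dissociation stress list, 16 of the 22 measured genes rose (17 adjusted over the list alone) (adjusted p = 7.48e-06, and adjusted p = 0.639 with an estimated correlation), with Nr4a1 7.67-fold and Hspa1a 5.196-fold higher. For amino acid transport and charging, 10 of the 18 measured genes rose (10 rose and 2 fell adjusted over the list alone) (adjusted p = 0.0206, and adjusted p = 0.776 with an estimated correlation), with Slc7a5 2.29-fold higher, but after median centring the median was -0.08 and the adjusted p 0.116. Oxidative phosphorylation genes shifted down with few members passing, as 1 of the 22 measured genes rose and 1 fell (0 and 0 adjusted over the list alone) (adjusted p = 0.0206, and adjusted p = 0.835 with an estimated correlation), while without ALP replicate 3 6 fell (adjusted p = 0.0338), and the adjusted p after quantile normalisation was 0.0696. Of the 4452 genes that passed, 57.5% were higher in ALP, against 37.0% after quantile normalisation and 18.7% after median centring, which moved the median of all genes by -0.12 and -0.41. The count was 2739 with the arrays of the 2 populations fitted alone and 1278 with replicate number as a block. Of the 95 genes taken by the rule for ALP against ML, 20 and 42 lost their call in these settings.

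The erythroid list had a single measured gene, the hemoglobin gene Hbb-b2, so no list test was made. Hbb-b2 was 101-fold higher in AL than in LP (log2 6.66, SE 1.87, adjusted p = 0.0126, 695 with an SD of 569 against 6.56), 86.8-fold higher in AL than in ML (adjusted p = 0.0121) and 88.0-fold higher in ALP than in ML (adjusted p = 0.0186), folds that depended on the floor and were 22.7, 21.5 and 22.1 with 16 added to each intensity, while its difference between ALP and LP missed the threshold (log2 6.68, adjusted p = 0.0513). The call against LP was lost without LP replicate 2 (adjusted p = 0.0518), that of AL against ML without ML replicate 1 (adjusted p = 0.0511), and that of ALP against ML without ML replicate 1, ALP replicate 1 or ALP replicate 3 (adjusted p = 0.0724, 0.0525 and 0.0533). The log2 difference of Hbb-b2 between AL and LP was 7.24 and 5.73 without LP replicates 1 and 2 and 7.63 and 5.96 without AL replicates 1 and 2. That of AL against ML was 5.41 without ML replicate 1, 7.41 without AL replicate 1 and 5.74 without AL replicate 2, and that of ALP against ML 5.43 without ML replicate 1, 7.63 without ALP replicate 2 and 5.48 without ALP replicate 3.

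Some lists shifted in no comparison. Ribosomal protein genes passed limma's test in 0 of 7 comparisons for any of 17 measured members, with list medians from -0.03 to 0.02, 0 members at unadjusted p under 0.05, and the smallest adjusted p by fry at 0.156. Their median intensity per array ran from 14130 to 15720, against a mean of 17553 for Glycam1 in AL. Whether signals this bright were compressed was not tested, so changes in these genes may have been missed. Secretory transport genes had their most passing members in MaSC against the luminal mean (1 rose and 7 fell of 21) and in AL against LP (5 and 0). Calcium and ion transport genes went both ways in AL against ML (3 rose and 4 fell of 12), as did adipocyte markers in LP against ML. Housekeeping genes passed at most 4 times among 10 in any comparison. All 65 list shifts by camera with its preset correlation were lost with an estimated correlation, by which 0 of 196 tests passed (smallest adjusted p = 0.639, 10 at unadjusted p under 0.05), and fry called 85. The median of a list and its test differed in sign in 17 of the 196 tests and in none of the 65 that passed.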

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

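The list tests without ALP replicate 3 and leaving out arrays for transcription factors other than Runx1 were chosen only after the result was seen, and all other alternatives were planned. Number of arrays and signal over background set the limits here. Simulated changes of 1 on the log2 scale were missed in 25% of cases or more. That simulation changed only 200 genes, so its adjustment was stricter than in the comparisons here. Genes dimmer than the array median in over 12 arrays were not tested. Folds against populations near the floor depended on the constant added before log2. Of 11002 values of named genes under alternatives, 10255 kept their direction and their side of the threshold, 738 kept only their direction, 3 newly passed (Elf5 in AL against LP and against ALP, and Runx1 in LP against ML, each with another probe set) and 6 changed direction. These exclude fits without 1 array for the 7 transcription factors other than Runx1, where of 315 values 289 kept both, 6 lost a call (Foxa1 in MaSC against the luminal mean, Cited1 and Esr1 in AL against ALP, and Elf5 in ALP against ML), 1 newly passed (Esr1 in MaSC against the luminal mean without MaSC replicate 1, adjusted p = 0.0191) and 19 changed direction, 0 of them past the threshold in either fit, such as Cited1 in AL against LP without LP replicate 3 (from -0.63 to 0.11). The fall of Runx1 in AL passed against all 4 populations whichever array was left out (log2 differences from -3.07 to -1.62, adjusted p at most 0.000513) and with every other alternative for the same probe set. ALP arrays correlated best with the LP mean under each setting tried. The counts for MaSC against the luminal mean and for LP against ML moved by more than 1.5 times only where stated below.

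With probe sets required to exceed the 75th percentile, fewer genes were tested and counts of genes at least 2-fold different fell to 1240 (MaSC against the luminal mean), 1460 (LP against ML), 1252 (AL against LP), 1714 (AL against ML), 1113 (AL against ALP), 187 (ALP against LP, 602 without a minimum fold) and 1001 (ALP against ML). With arrays centred on their medians, 1619 genes passed for ALP against LP and 7851 for ALP against ML, and Atf4 (-0.10), Ssr1 (-0.17), Cycs (-0.20) and Slc2a1 (-0.10) changed from higher to lower in ALP against ML, since centring subtracts the higher medians of the ALP arrays. With array weights, which counted ALP replicate 3 at 0.22 and ALP replicate 1 at 0.354, 7380 genes passed for AL against ALP and 4225 for ALP against LP (886 at least 2-fold). With the mean of probe sets, Lss turned to 0.0921 in AL against ML, and the cause was not tested.

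Fitting only the arrays compared gave 4 genes for ALP against LP (4 at least 2-fold) and 2739 for ALP against ML. Leaving out 1 array moved the count for ALP against LP between 259 and 1984, and between 162 and 820 for genes at least 2-fold different. The methods' t-test after Benjamini and Hochberg adjustment passed 2942 genes for MaSC against the luminal mean, 2832 for AL against ALP, 1293 for ALP against ML and 0 for ALP against LP, where 2349 had an unadjusted p of 0.05 or less and limma passed 915. The cause was not tested.

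Replicate number as a block gave 2127 genes for AL against ALP and 1278 for ALP against ML (1122 at least 2-fold). It gave 0 for ALP against LP (0 at least 2-fold). There limma without the block passed 915 with all arrays fitted, and 3130 had an unadjusted p under 0.05. Fitting only the arrays compared, without a block, had already lowered the counts for ALP against LP and ALP against ML. Those falls are therefore not credited to the block alone. MaSC, LP and ML were each sorted from 3 suspensions, but the sources used here do not say that equal numbers mark one suspension, and nothing pairs AL or ALP arrays by number. After removing population means, the 9 pairs of MaSC, LP and ML arrays of equal number correlated at -0.01 to 0.17 across genes, 1 of them above 0.1, against -0.13 to 0.08 for the 18 other pairs, and 5 of 9 arrays correlated best with one of their own number. Pairs of equal number leaned higher, and these values neither establish nor exclude pairing by number. The numbers were not taken to pair the arrays. The block moved neither count for MaSC against the luminal mean or LP against ML by more than 1.5 times.

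Among other Runx1 probe sets, the weakest of those above the filter gave log2 differences of -0.46 against LP, -0.63 against ML and -0.69 against ALP that missed the threshold (adjusted p = 0.164, 0.0588 and 0.0522), a probe set too dim for the filter gave -0.54 against LP (adjusted p = 0.0579), and for LP against ML, where the main probe set gave -0.03, a probe set of similar brightness passed at -0.53 (adjusted p = 0.00686) and a further one gave 0.25 (adjusted p = 0.379). A dimmer Elf5 probe set passed for AL against LP at 2.28 (adjusted p = 0.000301) and against ALP at 2.33 (adjusted p = 0.000323). Why probe sets of a gene differed was not tested. Camera passed 65 list shifts with its preset correlation and 0 with an estimated one, which was larger for each of the 65 and so widens the error of a list, while 10 had an unadjusted p under 0.05 and fry passed 85. After quantile normalisation 67 lists passed, 61 of them among the 65, and after median centring 66, with 56 among the 65, and none passed in opposite directions.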

Other observations

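Tests of the scaling of ALP replicate 3, of its label, of the floor in ML and of luminal cells in the MaSC sort, and the restriction of the immune, endothelial and fibroblast marker tests to genes whose values had not been seen, were chosen only after the result was seen. Some transcripts of motile cilia, a group not among the lists described so far, were higher in mature luminal cells than in LP. The hypothesis that such genes are higher in ML than in LP came from Spef2, Ccdc113, Dynlrb2, Spag6l and Meig1 among the genes most strongly lower in ALP than in ML, and it was put to a list of 38 other genes, of which 17 were measured, with the bound of 50% set before their values were seen. Of the 17, 52.9% were called higher in ML (9 genes) and 2 lower, with a median log2 difference of -1.23 for LP against ML (camera p = 0.000847, or p = 0.0108 with an estimated correlation). The bound was passed only narrowly, and the 9 genes include Foxj1, which was dim and close to the threshold. Cfap126 was 5.49-fold higher in ML (3619 against 673 in LP), Capsl 2.84-fold (7627 against 2720), Rsph4a 6.77-fold (247 against 34.5) and Foxj1, the master regulator of motile ciliogenesis, 2.61-fold but dim (43.9 against 17.0, adjusted p = 0.0444), while Dnaaf1 and Ccdc39 were 1.80-fold and 1.65-fold lower. The values are consistent with a motile cilium component in part of the list, and whether such cells or a shared regulator lie behind it was not tested.

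Immune and endothelial transcripts were far higher in ALP replicate 3 than in the other ALP arrays, by a median of 3.04 on the log2 scale over the 23 genes of both lists. Scaling of that array was argued against, since the median was 3.00 after quantile normalisation, and so was an exchange with an array of another population, since its correlation with the other ALP arrays exceeded that with any other population by 0.0582 (0.916 against 0.8575). For cells of other types in that sort, 75% of further markers, 0 of them in the lists of other cell types, (6 of 8 immune and 6 of 8 endothelial genes) were at least 2-fold higher in ALP replicate 3 than in each other ALP array, between the bounds of 80% and 50%, so this and an untested difference between the marked cells of these glands cannot be told apart for this array. Genes seen earlier had been part of the further set by mistake and were taken out, with them the share was also 75% (6 of 9 and 9 of 11), and of the 4 unseen genes that missed, Cytip, Podxl and Aqp1 already stood at 3254 to 7827 in the other ALP arrays, where a share of other cells might not show, so they count little against it. Cd74 stood at 13000 there (1278 and 1501 in the other arrays) and Lyz2 at 10980 (403.6 and 535.7), and the fibroblast list also averaged higher (log2 13.05 against 11.48 and 11.70). A lineage gate with CD45 and CD31 antibodies would remove immune and endothelial cells. The gate on yellow fluorescent protein, by which ALP cells were sorted, would also exclude unmarked cells of any type.

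Fibroblast genes were higher in LP than in ML by a median that a floor in ML could not account for, being 4.69 on the log2 scale even with 16 added to each intensity. Fibroblasts in the LP sort remain a candidate explanation: 83.3% of further fibroblast genes (10 of 12 measured) were called at least 2-fold higher in LP. The further set had first held 7 genes already seen among the strongest differences, which favoured this outcome, and with them the share was 89.5% (17 of 19). Col3a1 stood at 7303 (SD 1786) in LP, 8449 in AL and 10171 in ALP against 45.3 in ML, and Dpt at 9263 (SD 1331), 4185 and 10103 against 20.5, while 3 of the list's genes are also in the matrix list. The lineage antibodies named for such sorts bind blood and endothelial cells rather than fibroblasts, and the gate on high CD24 would be the step to exclude them, while a biological difference in matrix genes between progenitors and mature cells stayed open as untested.

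Luminal transcripts differed between MaSC arrays, where genes higher in ML (227 genes at least 4-fold above LP and MaSC replicate 2) were higher in MaSC replicate 1 than in replicate 3 by a median of 1.93 on the log2 scale. Scaling of the arrays was argued against, though narrowly, since the lower of the medians over ML and LP genes was 0.55 after quantile normalisation with a bound of 0.5, and 1.87 over the ML genes. Luminal cells in the MaSC sort are a candidate explanation, as genes higher in LP (233 genes) moved the same way by 0.62 (175 higher in replicate 1), while basal markers differed by -0.03 and all genes by 0.05. A gate separating CD29 high from CD29 positive cells would remove such cells, and a difference in state between the basal cells of these mice stayed untested.

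Other splits of the arrays were counted for each comparison. For MaSC against the luminal mean, 1 of 100 splits, the real one, reached 6370 genes, and the highest other gave 4022, so chance can be excluded for that count. With 3 arrays against 3 only 10 splits exist, too few for a share under 0.05. The real split, 1 of the 10 each time, gave 5952 genes for LP against ML, 5529 for AL against LP, 6493 for AL against ML, 4849 for AL against ALP, 915 for ALP against LP and 4452 for ALP against ML, and the highest of the others gave 0, 0, 0, 1, 2 and 0.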
